A study of Mus musculus with 16 samples.

How the data were processed

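RNA from whole lungs of mouse fetuses at embryonic day 14.5 (E14.5) was measured in 16 poly(A)-selected sequencing libraries. The design text gives the fetuses as male. The libraries form 4 groups of 4, from the strains C57BL/6J (B6) and A/J, each from dams given BMS493 or corn oil. BMS493 is an inverse agonist of all retinoic acid receptors. Dams received 3.75 µg per g per day by mouth from day 9.5 to day 14.5.

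The authors deposited 1 file of raw counts per library, with 57180 genes and 4 lines that are not genes (unmapped, multimapping, no feature and ambiguous). Each file has 3 columns of counts, 1 regardless of strand and 1 for each strand. The layout is that of the gene counts of the STAR aligner. The labels do not state the aligner version, the genome build or the annotation, so no coordinates are given. Symbols, gene types, chromosome names and transcript sequences came from GENCODE M21, to which 51933 of the identifiers were matched. These genes held 98.9% of the counts.

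The first strand column held between 51.0% and 52.0% of the counts of the pair of stranded columns, so the libraries were read as unstranded and the column without strand was used. Python 3.11.15 with pandas 2.3.3 assembled the tables. Genes were filtered with filterByExpr of edgeR 4.0.16 in R 4.3.3, which left 17276 genes and removed 39904. Libraries were scaled with TMM. A robust quasi-likelihood model of edgeR with 1 coefficient per group was fitted to all 16 libraries, with 12 residual degrees of freedom. Every adjusted p-value below comes from this model, or for lists of genes from limma 3.58.1, unless another test is named. The p-values were two-sided and adjusted over all genes tested by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Fold changes are given as log2 with a standard error (SE) from the same test. Counts per 1e6 (CPM) were computed with the TMM scaling and are given as mean ± SD over the 4 libraries of a group. Logged values used a prior count of 2.

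The 5 contrasts were BMS493 against control in B6, the same in A/J, the difference between these effects (interaction), and A/J against B6 in control and in BMS493 lungs. Choices of test, genes to name, lists and alternatives were made before the data were examined, except where stated. For each contrast the named genes were those called, protein-coding in M21, with a mean CPM of at least 1 and with no overlap between the CPM of the groups (not required for the interaction). Of these, the 5 with the highest and the 5 with the lowest log2 fold change were taken. A panel of retinoic acid and smooth muscle genes and the Y-linked genes and Xist was added whatever its result. Chance separates 4 libraries from 4 without overlap in 0.0286 of all assignments. A count of 0 in a group was read as up to 3 counts, and a fold against such a group is a lower bound. Against 1 to 3 counts the ratio is given with an exact binomial (Clopper-Pearson) interval at 95%. Such bounds and intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

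Lists of genes written in advance were tested with camera of limma at a preset correlation between genes of 0.01, adjusted over the lists in a contrast. The rotation test fry and camera with an estimated correlation were alternatives. A list needed 3 tested members. Separation of libraries was tested by PERMANOVA on Euclidean distances of log2 CPM, exact over all 35 splits of 8 libraries. The same model was refitted to other splits of the libraries, all 35 or 100 drawn at random. For named genes, the share of the 50-base windows of their transcripts that also occur in another gene was computed. The labels do not state the read length, and 50 bases was assumed. Transcripts were those of M21, while 51896 of the matched identifiers had a newer version in the files. Transcripts that aligned with minimap2 2.31-r1302 to another gene at 95% identity or more over at least 50% of their length were counted as having a near-identical copy. Overlaps on the opposite strand came from bedtools 2.31.1. The pipeline was tested on simulated data with the same depths and spread, with 200 genes changed in both strains and 200 others changed in A/J alone. There edgeR called 95% of the changed genes in B6, and 5.16% of its calls were unchanged genes. The share of unchanged genes among calls was 10.1% for DESeq2. These changes were of at least 1 on the log2 scale, in genes with a mean CPM of at least 1. Each simulated gene varied independently. The shares therefore do not carry over to smaller changes or to deviations that many genes of a library share.

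Alternatives were median-ratio scaling (RLE), the Wald test of DESeq2 1.42.0, no filter, a filter at a mean CPM of at least 1, only the 8 libraries compared, the replicate number as a block, the library set (numbers 1 to 8 against the rest), Y-linked expression as a covariate, a stranded column, an added threshold of 1 on the log2 fold change, and leaving out each library in turn. For the separation of libraries they were the most variable genes, genes outside chromosomes X and Y and the erythroid list, and 1 minus the Spearman correlation as distance. A covariate from globin genes was added after the data were seen. No library was left out of the main results.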

Results

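Gene expression was measured in lungs of 16 mouse fetuses at E14.5, in 4 libraries for each combination of strain (B6 or A/J) and treatment of the dam (BMS493 or corn oil as control). The labels do not say which fetuses shared a litter. The dams were dosed, so littermates are not independent units of treatment. The tests and splits below treat each library as independent. If fetuses of a group shared a litter, these tests cannot separate treatment or strain from litter. Between 20105760 and 31838104 fragments were sequenced per library. Those assigned to genes numbered 15229531 to 24146224 in B6 controls, 15207539 to 23719922 in B6 with BMS493, 17468843 to 23139892 in A/J controls and 20001844 to 22721678 in A/J with BMS493. They made up 71.7% to 76.9% of all fragments. Multimapping fragments made up 3.16% ± 0.156 (SD, n = 8) in B6 and 3.90% ± 0.134 (SD, n = 8) in A/J libraries. The 10 most abundant genes took 3.72% to 4.71% of the counts of a library. Replicate libraries differed by more than counting error in all 24 pairs within groups.

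The first principal component of log2 CPM held 48.9% of the variance and separated the strains. The second held 7.29%, and replicate 3 of the B6 BMS493 group was far from all other libraries on it. The median SD of log2 CPM over genes was 0.119 in B6 controls, 0.204 in B6 with BMS493, 0.151 in A/J controls and 0.129 in A/J with BMS493. Without that replicate 3 the value for B6 with BMS493 was 0.150. Treatment accounted for 17.3% of the variance among B6 libraries and 18.2% among A/J libraries, where the mean over all splits was 14.3%. Strain accounted for 56.6% among control and 53.0% among BMS493 libraries. In each case the real grouping gave the highest value of the 35 splits (exact permutation p = 0.0286, the smallest the design allows). With 1 minus the Spearman correlation as distance, treatment in B6 reached 18.5% at an exact p of 0.114. Separation by treatment in B6 was also lost in 5 of 8 tests that each left out 1 library (exact p of up to 0.229).

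**Figure D1:**
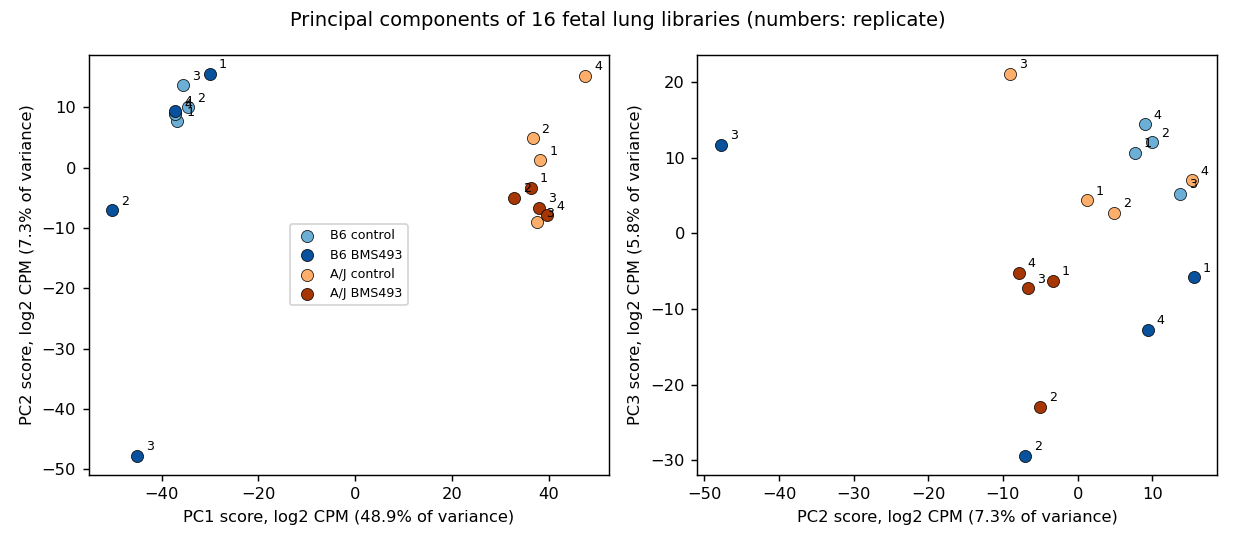
Principal component scores of log2 CPM for the 16 libraries, with the first component against the second (left) and the second against the third (right). Each point is a library, coloured by group and numbered by replicate. B6 lies below 0 and A/J above 0 on the first component, and B6 BMS493 replicate 3 is at -47.8 on the second.

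The first question of the design was which genes differed between BMS493 and control lungs within B6. Of 17276 genes tested, 73 were called, 13 higher and 60 lower with BMS493, and 23 of them changed by at least 1 on the log2 scale. An unadjusted p under 0.05 was found for 1573 genes. Without the filter on low counts, the alternative that moved the count of calls most, 260 genes were called, 153 of them lower, and all 73 remained. With DESeq2 120 of 162 calls were lower, and with only the 8 libraries compared 25 of 27 were. The count also depended on single libraries. Without BMS493 replicate 1 it was 201 (132 lower), and without BMS493 replicate 2 it was 32 (31 lower). Without control replicates 1, 2, 3 and 4 it was 27, 28, 37 and 35.

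Cyp26b1 (ENSMUSG00000063415, chromosome 6), which encodes a retinoic acid hydroxylase, fell most among the named genes in B6, from 18.2 ± 5.14 CPM (SD, n = 4) in controls to 1.47 ± 0.667 (SD, n = 4) with BMS493. Its log2 fold change was -3.68 (SE 0.28, adjusted p = 2.51e-06). Lrat (ENSMUSG00000028003, chromosome 3), which encodes lecithin retinol acyltransferase, fell from 1.38 ± 0.410 to 0.248 ± 0.0902 CPM (SD, n = 4 each), by a log2 fold change of -2.51 (SE 0.35, adjusted p = 0.000514). The BMS493 libraries held 3 to 6 Lrat counts each. Il33 (ENSMUSG00000024810, chromosome 19) fell from 4.31 ± 0.422 to 1.26 ± 0.433 CPM, with a log2 fold change of -1.78 (SE 0.30, adjusted p = 0.00375). Nell2 at -1.81 (adjusted p = 0.0119) and Lrfn2 at -1.70 (adjusted p = 0.0176) completed the lowest 5. Plxdc1 (ENSMUSG00000017417, chromosome 11) rose most, from 0.460 ± 0.109 to 1.46 ± 0.244 CPM, with a log2 fold change of 1.64 (SE 0.29, adjusted p = 0.00632). Cass4 at 1.39, Foxq1 at 1.05, Mal at 0.92 and Chrm2 at 0.81 followed, with adjusted p from 0.0197 to 0.0421. The Cass4 value rested in part on BMS493 replicate 2, at 7.95 CPM against 2.87 to 3.62 in the other 3 libraries.

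Of the panel in B6, Dhrs3 fell from 17.7 ± 1.19 to 7.19 ± 2.14 CPM (SD, n = 4 each), with a log2 fold change of -1.31 (SE 0.16, adjusted p = 8.94e-05). Stra6 fell by 1.15 (adjusted p = 0.0268) and Rarb by 1.02 (adjusted p = 0.0190) on the log2 scale. Crabp2 at -0.33, Acta2 at -0.30, Cnn1 at -0.36 and Myh11 at -0.03 were not called, with adjusted p of 0.759, 0.0657, 0.0907 and 0.948. The calls of Cyp26b1, Lrat, Il33, Plxdc1 and Dhrs3 held in all 8 fits that each left out 1 library. That of Plxdc1 was lost with only the 8 libraries compared (adjusted p = 0.0606) and with a stranded column (0.0502). A stranded column holds only part of the reads of an unstranded library. With it the log2 fold change of Plxdc1 was 1.93 at a larger SE of 0.44. The calls of Cass4, Foxq1, Mal, Chrm2, Nell2, Lrfn2, Stra6 and Rarb were lost in 2 to 7 of the 8 fits that each left out 1 library. All 8 of these genes were lost without BMS493 replicate 2, where adjusted p ran from 0.0591 for Nell2 to 0.202 for Foxq1 and log2 fold changes kept their sign.

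The second question was the same in A/J. There 84 genes were called, 11 higher and 73 lower with BMS493, and 30 changed by at least 1 on the log2 scale. An unadjusted p under 0.05 was found for 1076 genes. Without the filter 178 genes were called, 83 of them among the 84. The count was 52 without BMS493 replicate 3, 55 without control replicate 1 and 55 without control replicate 2.

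Lrat fell most among the named genes. It went from 16.5 ± 1.87 CPM (SD, n = 4) in A/J controls to 0.355 ± 0.181 (SD, n = 4) with BMS493. Its log2 fold change was -5.53 (SE 0.26, adjusted p = 3.21e-13). Cyp26b1 fell from 19.9 ± 5.73 to 1.05 ± 0.276 CPM, with a log2 fold change of -4.24 (SE 0.29, adjusted p = 8.22e-08). Gbp2b (ENSMUSG00000040264, chromosome 3), a guanylate-binding protein gene, fell from 7.28 ± 0.265 to 1.11 ± 0.286 CPM, with a log2 fold change of -2.72 (SE 0.24, adjusted p = 5.06e-07). Gbp2 (ENSMUSG00000028270, chromosome 3) fell from 10.46 ± 1.11 to 1.63 ± 0.389 CPM, with a log2 fold change of -2.67 (SE 0.19, adjusted p = 1.67e-09). Tnfsf13b (ENSMUSG00000031497, chromosome 8) fell from 10.9 ± 1.25 to 2.09 ± 0.886 CPM, with a log2 fold change of -2.39 (SE 0.30, adjusted p = 0.000123). Cma1 (ENSMUSG00000022225, chromosome 14), which encodes mast cell chymase, rose most among the named genes. It went from 1.02 ± 0.180 to 4.18 ± 1.79 CPM, with a log2 fold change of 2.03 (SE 0.35, adjusted p = 0.00281). Cpa3 at 1.55 (adjusted p = 0.0032), Tpsb2 at 1.49 (adjusted p = 0.033), Tnfaip8l3 at 1.45 (adjusted p = 0.00167) and Plxdc1 at 1.28 (adjusted p = 0.0045) followed.

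Of the panel in A/J, Dhrs3 fell from 17.6 ± 2.27 to 4.204 ± 0.631 CPM (SD, n = 4 each), with a log2 fold change of -2.07 (SE 0.17, adjusted p = 2.39e-08). Rarb fell from 9.09 ± 0.967 to 3.10 ± 0.624 CPM, with a log2 fold change of -1.56 (SE 0.21, adjusted p = 9.11e-05). Stra6 at -0.76 (adjusted p = 0.172), Crabp2 at -0.53 (adjusted p = 0.777), Acta2 at -0.23 (adjusted p = 0.258), Cnn1 at -0.22 (adjusted p = 0.625) and Myh11 at -0.084 (adjusted p = 1) were not called. The Plxdc1 call in A/J was lost with the Y-linked covariate (adjusted p = 0.0982) and with a stranded column (0.056). Of the named calls in A/J only that of Tpsb2 depended on single libraries. It was lost in 6 of the 8 fits that each left out 1 library, with an adjusted p of up to 0.170, reached without BMS493 replicate 4.

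**Figure D2:**
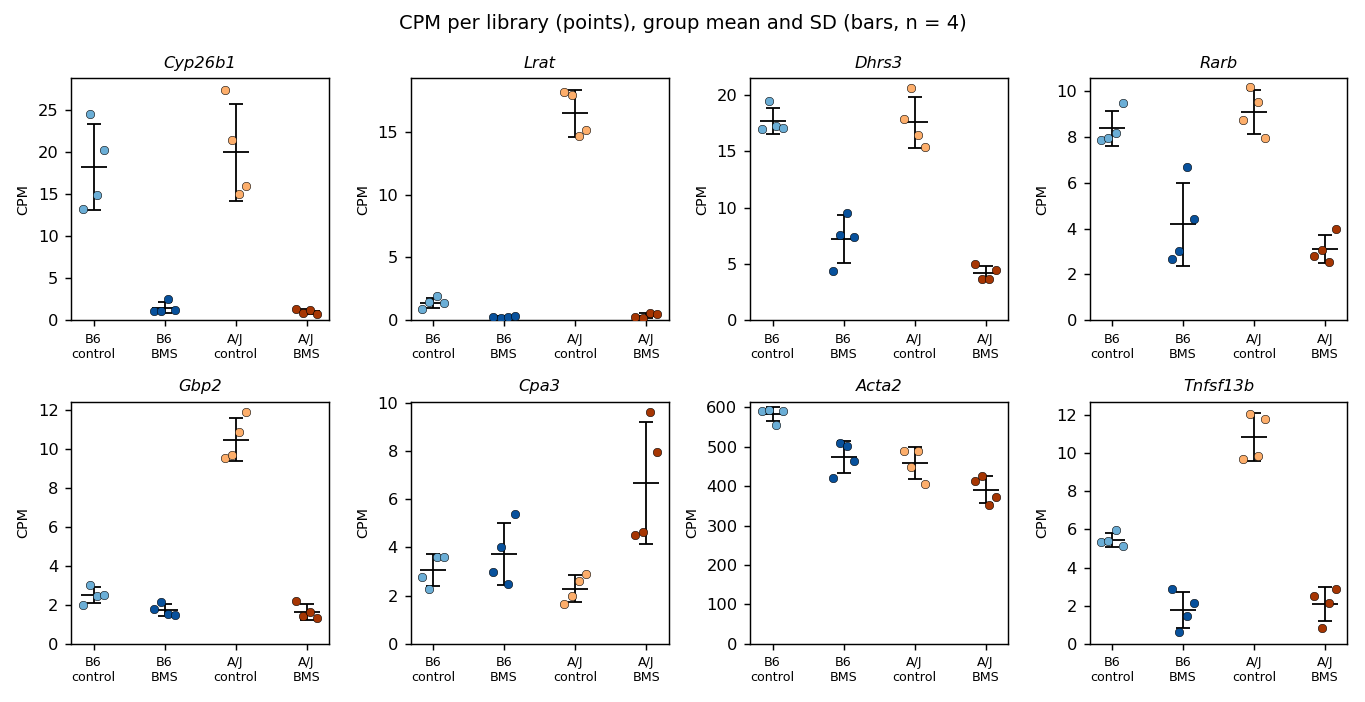
CPM of 8 genes in the 4 groups (linear axis from 0), with a point per library and bars for the mean and SD of 4 libraries. Cyp26b1 averaged 18.2 and 19.9 CPM in B6 and A/J controls and 1.47 and 1.05 CPM with BMS493.

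The effects in the strains were then compared. Both strains called 29 genes, 26 lower and 3 higher, where 0.355 would be shared if calls were independent. In A/J, 69 of the 73 B6 calls had the same direction, and in B6, 81 of the 84 A/J calls did. Across all tested genes, which are not independent replicates, the log2 fold changes correlated with a Pearson r of 0.237 and a Spearman rho of 0.208. Over the 128 genes called in either strain r was 0.736. With no filter r over all genes was 0.0241, and with a mean CPM of at least 1 it was 0.352. A test of the difference between strains called 1 gene, Gbp2. Its log2 fold change was lower in A/J than in B6 by an interaction of -2.16 (SE 0.28, adjusted p = 0.000737). Gbp2 moved from 2.49 ± 0.412 to 1.73 ± 0.285 CPM in B6 (SD, n = 4 each). An unadjusted p under 0.05 was found for 636 genes. Lrat, singled out after its values were seen, had an interaction of -3.02 (SE 0.55) that was not called (adjusted p = 0.0834). Its adjusted p over the alternatives ran from 1.94e-05 with DESeq2 to 0.560 without B6 BMS493 replicate 4. None of the panel genes was called in the interaction, with an adjusted p of 0.999 for each. Before adjustment, Dhrs3 had the lowest p of the tested panel genes in the same model. It was 0.00295, at an interaction of -0.755 (SE 0.23).

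**Figure D3:**
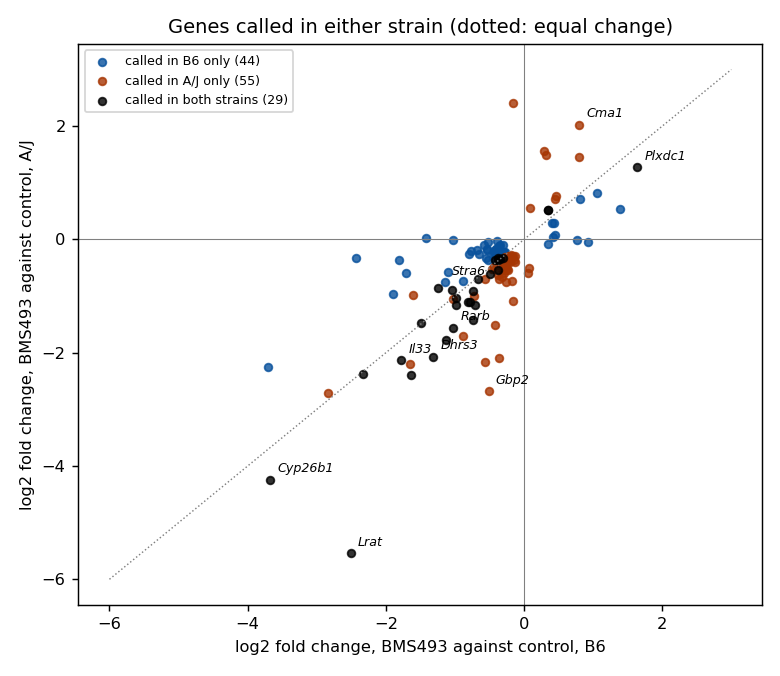
The log2 fold change with BMS493 in A/J against that in B6 for the 128 genes called in either strain, coloured by the strain that called them, with a dotted line where both are equal. The 26 genes lower in both strains include Cyp26b1, Lrat, Dhrs3 and Rarb.

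Lists fixed in advance were tested in the same contrasts. Of 20 retinoic acid targets, 17 were tested. Their median log2 fold change was -0.31 in B6, with 17 of 17 lower (camera adjusted p = 2.6e-16), and -0.53 in A/J, with 15 of 17 lower (adjusted p = 2.34e-23). In each strain 6 of them were called over all genes. Adjusted over the list alone, 8 passed in B6, 11 in A/J and 2 in the difference between strains. The difference between strains had a median of -0.11 and did not pass (adjusted p = 0.0704), but it passed without B6 BMS493 replicate 2 (-0.18, adjusted p = 0.00408) and without A/J control replicate 4 (-0.14, adjusted p = 0.0426). The 13 tested smooth muscle genes had a median of -0.084 in B6 (11 of 13 lower, adjusted p = 0.000643) and -0.11 in A/J (12 of 13 lower, adjusted p = 0.00124). Of these, 1 was called in B6 and 0 in A/J, and adjusted over the list alone 3 passed in B6 and 2 in A/J.

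In B6, camera also passed the lists of distal epithelium (median 0.31, adjusted p = 0.00735), neural genes (-0.35, adjusted p = 0.0124) and cell cycle genes (0.097, adjusted p = 0.0111). In A/J it passed the mesothelium list (-0.24, adjusted p = 0.0113). Of all these calls, fry and the estimated correlation both upheld only the retinoic acid targets, with an adjusted p of 2.65e-05 and 0.00195 in B6 and of 1.32e-06 and 0.000355 in A/J. The mesothelium list in A/J passed under fry (adjusted p = 0.00374) but not under the estimated correlation (0.0688). The smooth muscle list passed under neither in B6 (0.115 and 0.361) or in A/J (0.237 and 0.365). The remaining lists were TGF-beta targets, proximal epithelium, lung mesenchyme, endothelium, macrophage, erythroid, liver, heart, skeletal muscle, cartilage and Y-linked genes, with mesothelium in B6 and distal epithelium, neural and cell cycle genes in A/J. Their adjusted p ran from 0.337 to 0.785 in B6 and from 0.0913 to 0.980 in A/J. The thymus list had 1 tested member and Xist was not tested, so neither was given a list test.

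The strains were also compared within treatment. In controls 2916 genes were called, 1216 higher and 1700 lower in A/J, and 859 differed by at least 1 on the log2 scale. With Y-linked expression as a covariate 1272 were called, 1224 of them among the 2916. In BMS493 lungs 3447 genes were called, 1370 higher and 2077 lower in A/J. Both contrasts called 2099 genes, all in the same direction, and their log2 fold changes correlated with an r of 0.875 across all tested genes. In controls, Sycp1 averaged 5.15 ± 1.53 CPM in A/J and had no counts in B6, at least 135.7-fold higher. Gm12666 (log2 fold change 6.05), A530016L24Rik (5.85) and Eno1b (5.78) were higher too, as was Gbp2b, 192-fold at a 95% counting interval of 65.4 to 934 (Clopper-Pearson) from 3 counts in B6. The lowest were Cps1, Cldn34c1 and Trim12a, with no counts in A/J controls and at least 183.9-fold, 131.2-fold and 74.85-fold lower there. Hba-a2 (-9.18) was lower as well, and Gm8909 was 942-fold lower (interval 322 to 4573, from 3 counts in A/J). In BMS493 lungs Gbp2b had no counts in B6 and was at least 27.97-fold higher in A/J. Gm12666 (179-fold, interval 49.3 to 1486, from 2 counts in B6), A530016L24Rik (148-fold, interval 40.75 to 1230, 2 counts), Sycp1 (129-fold, interval 44.0 to 629, 3 counts) and Eno1b (log2 fold change 6.05) were higher in A/J. H2-Q2, Gm3055 and Trim12a had no counts in A/J with BMS493 and were at least 138.4-fold, 81.64-fold and 70.64-fold lower there. Hba-a2 (-8.61) was lower, and Gm8909 was 2939-fold lower (interval 527 to 116100, from 1 count in A/J). Adjusted p of these genes was at most 5.23e-08. Both strains were counted on the same reference genes. Reads of A/J sequence that differs from the reference could be lost, which would lower a gene in A/J. Such a loss was not tested, so a low or absent count in A/J need not mean low expression.

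Several of these genes share sequence with others. The share of 50-base windows also present in another gene was 95.8% for Gm3055, 86.9% for Hba-a2, 84.5% for Eno1b, 52.4% for Gm12666, 19.6% for Cldn34c1, 14.3% for Gm8909 and 8.74% for H2-Q2, so their values depend on how reads are placed. Of the panel, Crabp2 was higher in A/J controls by 1.04 (adjusted p = 0.00632) and Stra6 by 0.72 (adjusted p = 0.0225), and Acta2 was lower at -0.35 (adjusted p = 0.00106). With Y-linked expression as a covariate none of these 3 was called (adjusted p = 0.165, 0.165 and 0.0894). The Stra6 call was lost in 4 of the 8 fits that each left out 1 library, and without A/J control replicate 2 it was 0.57 (adjusted p = 0.1002). With BMS493, Crabp2 was higher in A/J by 0.85 (adjusted p = 0.0287) and Stra6 by 1.11 (adjusted p = 0.0016), while Dhrs3 at -0.76 (adjusted p = 0.00242) and Acta2 at -0.28 (adjusted p = 0.0069) were lower. The Crabp2 call with BMS493 was lost in 4 of the 8 fits that each left out 1 library (adjusted p of up to 0.113) and with only the 8 libraries compared (0.0988). Cyp26b1, Rarb, Cnn1 and Myh11 were called in neither contrast, nor was Dhrs3 in controls.

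Camera passed 4 lists between control strains, all lower in A/J. They were endothelium (median -0.38, adjusted p = 0.000104), proximal epithelium (-0.95, adjusted p = 0.0138), TGF-beta targets (-0.30, adjusted p = 0.0191) and cartilage (-0.36, adjusted p = 0.0196). With BMS493, endothelium (-0.45, adjusted p = 1.82e-05), proximal epithelium (-0.86, adjusted p = 0.00968) and cartilage (-0.62, adjusted p = 0.00914) passed. All 7 passed under fry and none under the estimated correlation, where the adjusted p was 0.474 in controls and 0.557 with BMS493. Between control strains fry also passed retinoic acid targets (higher in A/J, adjusted p = 0.0184), liver (0.00594), Y-linked genes (0.0239), mesothelium (0.0325) and skeletal muscle (0.0325). With BMS493 it also passed mesothelium (0.00156) and liver (0.00543). Camera passed none of these further lists with either correlation.

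Expression of sex-linked genes was checked against the stated sex. Xist reached at most 10 counts (0.505 CPM) in any library. The mean log2 CPM of Ddx3y, Uty, Kdm5d and Eif2s3y lay between 5.50 and 5.96 in all 16 libraries. Of the panel, Cyp26a1 had at most 3 counts in any library and was not tested. Tagln had 3 to 12 counts per library in the column without strand and was not tested either, while a stranded column gave it 721 to 1461 counts per library.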

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

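In this part, the tests on interferon genes and single libraries were chosen after the results were seen.

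In 11 of 116 groups of 4 values tested, 1 library lay so far from the other 3 that its gap to the nearest, divided by the range, passed Dixon's 95% critical value, which chance does in about 1 in 20 groups. In B6 with BMS493 these were Cass4 (ratio 0.853, replicate 2 at 7.95 CPM against 2.87 to 3.62), Cyp26b1 (0.922, replicate 3 at 2.47 against 1.10 to 1.21) and Hba-a2 (0.882, replicate 1 at 40.8 against 67.2 to 70.8). In B6 controls, replicate 3 stood apart for Crabp2 (0.844, at 3.61 CPM against 4.26 to 4.38), Stra6 (0.958, at 6.58 against 5.88 to 5.91), Acta2 (0.907, at 556 against 590 to 594) and the unmapped share (0.835, at 11.4% against 10.8% to 10.9%). There Dhrs3 (0.902, replicate 2 at 19.5 against 17.0 to 17.3) and Rarb (0.833, replicate 4 at 9.51 against 7.89 to 8.16) stood apart too. In A/J these were Gm12666 in controls (0.928, replicate 4 at 3.91 against 4.76 to 4.83) and Gm8909 with BMS493 (1, a single count in replicate 4 and none in the others). The gaps in B6 controls are small in absolute terms because the other 3 libraries lie very close together. No biological explanation was tested for them. Leaving out B6 BMS493 replicate 2 took Cass4 from 1.39 to 0.94 on the log2 scale and removed its call (adjusted p = 0.195, with a range of 1.23e-06 to 0.237 over all alternatives). The call of Cyp26b1 stayed in all 8 fits that left out 1 library.

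Gbp2 was the gene whose response to BMS493 differed between the strains, with an interaction of -2.16. Of 100 regroupings of the libraries, the real one included, 3 called at least 1 gene in this contrast. The tables argue against 3 technical or general sources. Only 2.07% of the 50-base windows of Gbp2 in M21 occur in another gene, too few to carry a fall of this size if reads were at least that long. No single library made the call, since the highest adjusted p over the 16 fits that each left out 1 library was 0.00398, and over all alternatives it ran from 1.66e-09 to 0.0223. A general fall in interferon signalling in A/J would lower the interferon list, which holds no Gbp gene. Of its 20 tested genes 11 were lower, 0 were called, the median was -0.016, and the lowest log2 fold change was -0.50. The median in A/J was the first measure of this test, and the lowest value replaced it after the median had been seen. In B6 the median of the list was 0.21. Its difference between the strains was not tested, so these values speak only to the fall in A/J. A sequence difference between A/J and the reference was not tested. It would take the same share of reads from both A/J groups, which leaves a ratio between them as it is.

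Gbp2 did not fall alone in A/J. Of its neighbours on chromosome 3, Gbp2b (-2.72, adjusted p = 5.06e-07) and Gbp5 (-2.09, adjusted p = 0.0149) were called lower there too, and Gbp3 had -0.99 (adjusted p = 0.109). Gbp7 had -0.24 (SE 0.21, adjusted p = 0.99). Its mean over all 16 libraries, 6.01 CPM, was the highest of the tested Gbp genes, but in A/J controls alone Gbp2 averaged 10.46 CPM. So the fall was shared by some of these genes and not by all of them to the same extent. In the interaction Gbp2 was the 1 Gbp gene called, and Gbp2b was too low in B6 for a comparison of its change. A regulatory difference between the strains remains an untested biological explanation.

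The stranded columns, used only as an alternative, hold 554 genes with a mean of at least 200 stranded counts whose count without strand is under 10% of that. They are 554 of 10932 genes with as many stranded counts, and 120 of them are protein-coding. Of these genes 99.3% overlap an exon of a gene on the opposite strand, against 32.6% of the rest (Fisher's exact p = 3.75e-247). This is in line with fragments being set aside as ambiguous when strand is ignored, since they then match both genes. The library type rather than the tissue would then remove these genes from the comparisons. No biological explanation was tested. Among the genes of the lists, Tagln is the one lost. In a separate fit to each stranded column its log2 fold change with BMS493 was -0.25 and -0.27 in B6 (adjusted p = 0.409 and 0.249) and -0.22 and -0.30 in A/J (adjusted p = 0.728 and 0.176). These columns mix the reads of both genes, so the values belong to the locus.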

How the results depend on the processing

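The globin covariate was chosen after seeing the data, and the other alternatives were planned. The retinoic acid list kept its direction and its call in both strains under every alternative run on it, with medians from -0.39 to -0.23 (B6) and -0.55 to -0.40 (A/J) across the fits that each left out 1 library. The counts of strain differences changed by less than 1.5 times except under the Y-linked covariate and the added threshold. Median-ratio scaling gave 71, 84, 1, 2919 and 3447 calls for B6, A/J, the interaction, control strains and BMS493 strains, and the library set as covariate gave 71, 85 and 1 for the first 3.

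Calls in B6 (73) became 162 with DESeq2 (71 shared), 260 without a filter (73 shared), 27 with only the 8 libraries compared (24 shared), 31 with the Y-linked covariate (29 shared), 49 with a stranded column (39 shared), 162 with the globin covariate (73 shared) and 23 with the added threshold. Calls in A/J (84) became 158 with DESeq2 (84 shared), 178 without a filter (83 shared), 133 with only 8 libraries (82 shared), 81 with a stranded column (69 shared) and 30 with the added threshold. The interaction (1) gave 2 calls with DESeq2 (Gbp2 and Lrat), 12 without a filter (Cpa3, Lrat and Gbp2 among them) and 2 with the globin covariate (Gbp2 and Clu). Control strains (2916) gave 1272 with the Y-linked covariate (1224 shared) and 859 with the added threshold, and BMS493 strains (3447) gave 975 with the latter. The added threshold selects among the calls by construction. For the other changes the cause was not tested.

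The correlation between strains (0.237) was 0.0241 without a filter, 0.352 at a mean CPM of at least 1, 0.0611 with the Y-linked covariate, 0.218 with a stranded column, 0.208 as Spearman's rho and 0.217 with the globin covariate. The smooth muscle list lost its call under fry (median -0.084, adjusted p = 0.115 in B6, and -0.105, 0.237 in A/J) and under the estimated correlation (-0.084, 0.361 and -0.105, 0.365). Its difference between strains (0.0055) reversed with the Y-linked covariate (-0.026), a stranded column (-0.016) and the globin covariate (-0.0048), and was never called. Separation in B6 lost its call with 1 minus the Spearman correlation (18.5%). The cause was not tested.

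Leaving out 1 library at a time gave 27 to 201 calls in B6 (81 with 55 shared without BMS493 replicate 3, and 72 with 54 shared without BMS493 replicate 4), 52 to 90 in A/J and 1 to 2 in the interaction (Lrat joined Gbp2 without B6 control replicate 3 and without A/J BMS493 replicate 3). The correlation ran from 0.168 to 0.228. The smooth muscle medians ran from -0.143 to -0.033 in B6, from -0.177 to -0.068 in A/J and from -0.045 to 0.063 for the difference. This list lost its call without B6 BMS493 replicate 1 (adjusted p = 0.0543), and in A/J without control replicates 2 (0.115) and 3 (0.0503) and BMS493 replicate 3 (0.0698). The retinoic acid difference ran from -0.181 to -0.069. Separation by treatment ran from 18.003% to 22.2% in B6, where 5 of 8 tests lost it, with an exact p of up to 0.229. In A/J it ran from 19.6% to 22.01%, where 1 of 8 lost it, with an exact p of up to 0.0571. Separation by strain kept the smallest p throughout.

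Among single genes and other lists, 83 results had 1557 comparisons, of which 1419 kept direction and side, 103 were weaker, 10 stronger and 25 reversed. None of the reversed values was called. Named calls were lost in B6 for Cass4, Foxq1, Mal, Chrm2, Lrfn2, Stra6 and Rarb with the Y-linked covariate and with only 8 libraries, where Nell2 (Y-linked) and Plxdc1 (8 libraries, adjusted p = 0.0606) were lost too. A stranded column lost Plxdc1 (0.0502), Cass4, Mal, Chrm2, Nell2, Lrfn2 and Stra6 in B6 and Plxdc1 (0.056) and Tpsb2 in A/J. The Y-linked covariate also lost Plxdc1 (0.0982) and Tpsb2 in A/J, and Crabp2, Stra6 and Acta2 between control strains. The library set lost Cass4 and Foxq1 in B6, and 8 libraries lost Crabp2 between BMS493 strains (0.0988). The 10 stronger results became calls. They were Acta2 in B6 with DESeq2 (adjusted p = 0.0195), without a filter (0.000415), with the globin covariate (0.0049) and without BMS493 replicate 3 (0.0421), and Cnn1 in B6 with the first 3 of these (0.0253, 0.00935 and 0.0491). The others were Stra6 in A/J without a filter (0.00127) and with only 8 libraries (0.0292), and Acta2 in A/J with the globin covariate (0.0118). With the Y-linked covariate the reversed values were Myh11 in B6 (0.024), Crabp2 (0.039), Cnn1 (-0.022) and Acta2 (-0.026) in the interaction, and Dhrs3 (0.15) and Cnn1 (0.12) between control strains. With the globin covariate they were Crabp2 in the interaction (0.001) and Dhrs3 between control strains (0.017). Without 1 library, Myh11 ran from -0.13 to 0.023 in B6, from -0.15 to 0.049 in the interaction, from -0.061 to 0.10 between control strains and from -0.097 to 0.049 between BMS493 strains. In the same fits Crabp2 ran from -0.46 to 0.020 in the interaction, and between control strains Dhrs3 ran from -0.096 to 0.050, Cyp26b1 from -0.059 to 0.31 and Cnn1 from -0.068 to 0.067. The cause was not tested.

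With the replicate number as a block, calls were 71 (62 shared), 92 (83 shared), 1, 2979 and 3474, Cass4 (adjusted p = 0.0783), Foxq1 (0.0695) and Stra6 (0.0502) lost their calls in B6, and Myh11 between control strains reversed (-1e-04). Correlations of deviations between libraries of the same number exceeded 0.1 in 0 of 4 pairs in B6, A/J and control strains and in 1 of 4 in BMS493 strains, so the numbers gave no sign of pairing.

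The depth limits Lrat in B6 with BMS493 (3 to 6 counts per library), genes without counts in a strain, whose folds are bounds, and Cyp26a1, for which no change was detectable at this depth. DESeq2 was not run for lists or the correlation, and the fit to 8 libraries was not run for lists, the interaction or the correlation.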

Other observations

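In this part, the tests on carried-over tissue, on mast cells, on the source of high Lrat, on the depth of library 3 and on stage were chosen after the results were seen, as were the mast cell, globin and surfactant lists and the globin covariate.

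Other splits of the libraries were refitted to ask whether chance gives results as large. They exchange single fetuses, so they do not cover chance differences between litters. In B6, 1 of the 35 splits, the real one, gave as many calls, and the other 34 gave at most 2. In A/J it was 1 of 35, with at most 5 in the others. Between control strains it was 1 of 35 (at most 1 in the others) and between BMS493 strains 1 of 35 (at most 123). The correlation between strains was reached by 1 of 100 regroupings, and the others lay between -0.166 and 0.137. The median of the retinoic acid list was reached by 1 of 35 splits in each strain. The median of the smooth muscle list was reached by 10 of 35 splits in B6 and 10 of 35 in A/J. In A/J these included splits that exchanged 2 libraries between the groups (up to 0.140), so chance can give a shift as large there. In B6 all but the real one exchanged only 1 library, which keeps part of the treatment contrast. Of the B6 splits that exchanged 2, the farthest from 0 had 0.0676. The splits therefore do not decide whether chance gives the shift in B6.

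Libraries of mixed sex are argued against as a source of the calls in both strains, since Xist reached at most 0.505 CPM in any library and the Y-linked genes were high in all 16. The prediction written before the data were examined named as evidence against it either alike Y-linked counts or over 0.67 of the calls staying with Y-linked expression as a covariate, and the latter was not met. Of the calls, 29 of 73 (39.7%) stayed in B6 and 53 of 84 (63.1%) in A/J. The library set as covariate kept 68 and 81 of these calls, and the globin ratio kept all 73 and 84. So spending a degree of freedom alone does not account for the loss. But the library set is spread evenly over the groups, so it cannot show the cost of a covariate that differs between groups. The Y-linked mean was 5.55 and 5.65 in B6 control and BMS493 and 5.75 and 5.61 in A/J. With this covariate, calls between BMS493 strains went from 3447 to 3508, and between control strains from 2916 to 1272. There the SE of Crabp2, Stra6 and Acta2 rose from 0.26, 0.21 and 0.072 to 0.34, 0.29 and 0.092. Lower precision from the overlap of the covariate with the groups remains open. What the covariate takes up was not tested. For the calls with BMS493 within a strain, tissue carried over in dissection and an effect within the lung cannot be told apart. The medians of the 7 tested lists for blood, nerve, mesothelium, liver, heart, skeletal muscle and cartilage ran from -0.35 (neural) to 0.33 in B6 and from -0.24 (mesothelium) to 0.23 in A/J. The genes called lower had a median of -0.70 in B6 and -0.60 in A/J. No list median was as far from 0, but the members of most lists went both ways, and the neural list in B6 and the mesothelium list in A/J were lower under camera. These lists do not decide what a mixture of tissues could add. The test set in advance, the share of calls in such lists (1.37% in B6 and 0% in A/J), was replaced because lists this short hold few calls whatever the source.

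Of the named genes, those that rose most in A/J with BMS493, Cma1, Cpa3 and Tpsb2, encode mast cell proteases. More mast cells and higher expression per cell cannot be told apart here. Of 20 mast cell genes, 9 were taken as restricted to these cells and outside the calls. Their summed expression in A/J was 1.79 ± 0.862 CPM (SD, n = 4) in controls and 5.43 ± 3.18 with BMS493 (two-sided exact permutation p = 0.0286), but Hdc alone made up 75.1% of the sum over the 16 libraries. Without Hdc the sum was 0.598 ± 0.197 and 1.27 ± 0.687 CPM, and the groups overlapped (exact permutation p = 0.114). The sum without Hdc was added after the sum with it had been seen. In B6 the sum with Hdc was 2.52 ± 0.972 and 3.39 ± 1.34 (exact p = 0.257). Replicate 3 of the A/J BMS493 group was highest at 10.2. It was not the whole source of the higher Cma1 and Cpa3. Over the 8 fits that each left out 1 library, their adjusted p reached at most 0.0259 and 0.0282. Without this replicate Tpsb2 stayed higher at 1.44 but lost its call (adjusted p = 0.1325). Of the genes that other lung cells also express, Kit (71.6 mean CPM, log2 fold change -0.31), Srgn (6.94, -0.35), Gata2 (11.9, 0.20), Slc18a2 (4.22, -0.083), Hpgds (3.39, -0.082) and Il1rl1 (1.54, 0.50) were not called in A/J. Slc18a2 and Hpgds lie near the proteases in level and did not rise, which goes against more mast cells unless other cells supply most of their transcripts. Il1rl1 (SE 0.31) does not decide. Hdc had 1.84 (adjusted p = 0.0625). The interaction was called for none of these genes (adjusted p = 0.999 for each), but without a filter on low counts Cpa3 was among the 12 genes called in it.

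Lrat was higher in A/J than in B6 controls by 3.57 on the log2 scale (SE 0.21, adjusted p = 1.67e-12), but not with BMS493 (0.55, adjusted p = 0.432). Reads from a copy are argued against, since 0% of its 50-base windows in M21 occur in another gene, at an assumed read length. More retinoic acid signalling in A/J controls is argued against as the whole source. The median of the 16 other targets was 0.12, and Cyp26b1 (0.13), Dhrs3 (-0.0094) and Rarb (0.12), which fell with BMS493 in both strains, hardly differed. A smaller general rise remains open, since 11 of the 16 were higher and 3 were called higher. So does a strain difference at Lrat itself, which was not tested.

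Library 3 of the B6 BMS493 group lay far from its group, with a root mean square deviation of 0.370 against 0.231 to 0.316 in the other 15 libraries. Its 14 mitochondrial genes were lower by a mean of -1.06, where other libraries had -0.197 to 0.493. The median SD of this group was 0.150 without it, within the 0.109 to 0.158 of the other groups with 1 library left out, so its width rests largely on this library. Depth is argued against, since a B6 control library with fewer fragments deviated by 0.260. Transcript length is argued against too, since its correlation with the deviations (Spearman rho -0.140 across genes) lay within the -0.316 to 0.201 of the other libraries. These tests were first set for the width of the whole group, and were moved to this library after its part in that width had been seen. Library 3 also had the fewest genes with a count of all 16 libraries, 22809, against 23776 in that B6 control library. Its 10 most abundant genes took the largest share (4.71%), and its multimapping share was the lowest (2.81%). Its unmapped share, 13.5%, was the highest in B6. Whether the quality of this library differed was not tested. The cause of its position was not found, and no biological explanation was tested for it alone.

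Fetuses of somewhat different stage may add to the spread within groups, as a hypothesis. Embryonic globin gives way to adult globin, and surfactant genes rise, as the lung matures. Over the 16 libraries, deviations from the group mean of the log2 ratio of embryonic to adult globin and of 5 surfactant genes had a Pearson r of -0.804 (permutation p within groups = 0.00798, adjusted over both measures 0.016) and a Spearman rho of -0.747 (permutation p = 0.0191, adjusted 0.0191). Without the 2 libraries farthest out r was -0.708. Within B6 it was -0.936, within A/J -0.653, and within the library sets -0.872 and -0.635. In B6 the globin ratio ran from -2.24 to 0.035 with BMS493 and from -1.42 to -1.21 in controls. With it as a covariate all 73 calls in B6 and all 84 in A/J remained, and the counts rose to 162 and 122. Blood content and litter were not tested, and a biological effect of BMS493 on maturation remains open.

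Among genes higher in A/J controls, 14.3% had a near-identical copy, against 4.25% of those lower and 7.12% of those not called (Fisher's exact p = 2.6e-21 and 3.19e-16). Among those changed by at least 1 on the log2 scale the shares were 33.1% and 8.68%. Pseudogenes made up 13.2% of the genes higher and 1.65% of those lower. This is consistent with reads of A/J sequence placed on copies in the reference, as is the higher multimapping share in A/J. Copies gained in the A/J genome would look alike and were not tested. For genes and lists lower in A/J, a loss of reads through sequence differences was not tested either. The calls with BMS493 within a strain were little touched, with a copy in 1.67% of the lower genes in B6, 1.37% in A/J and 0% of the higher genes in both.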
